A study of Mus musculus with 12 samples. Its data were reported in "Endothelial extracellular vesicles promote tumour growth by tumour‐associated macrophage reprogramming" (2022).

How the data were processed

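Polyadenylated RNA was extracted from 4T1 tumours, and 1 sequencing library was prepared per tumour with a strand-specific mRNA kit. Per the labels, 100000 cells of the mouse mammary carcinoma line 4T1 were placed under the skin of BALB/c mice, extracellular vesicles (EVs) were injected beside the tumour at 3 µg per injection every 2 days, and RNA was harvested on day 21. The groups were taken from the sample labels. There were 4 groups of 3 tumours each, named here after the miRNA mimic electroporated into the EVs: cel-miR-67, called ctrl, then miR-142-5p, then miR-183-5p and lastly miR-222-3p. The labels number the tumours of each group from 1 to 3. These numbers are the only source of the block tried as an alternative.

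The authors quantified the reads with Salmon, which assigns reads to annotated transcripts and splits reads that fit several transcripts by expectation maximisation. The deposited tables hold, for each of 118783 mouse transcripts, the estimated count of reads (an expected count that need not be whole), the TPM (the abundance of a transcript per unit of length, scaled by the authors' program to a fixed sum per library) and the effective length. The methods and the deposited tables name different Ensembl releases, so the annotation used here was matched to the identifiers and may differ from the authors' own. Transcript identifiers were matched without their version to GENCODE M21 on GRCm38. In total, 116710 transcripts matched (98.3%), which belonged to 35944 genes. Unmatched transcripts held between 0.633% and 0.671% of the estimated reads of a library and were not used here. Protein-coding genes held 97.7% of the reads.

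Estimated counts were summed per gene and rounded to whole numbers. The mean effective transcript length, weighted by the deposited TPM values, entered the model as an offset, in the way tximport passes it. The estimated reads per library ranged from 20285968 to 27021401, and between 14441 and 15437 genes had at least 10 reads in a library. Genes with at least 10 reads in at least 3 libraries were kept (15459 genes). A share of reads given for 1 library has a 95% Wilson interval. The smallest share a library can show was set at 3 reads. Intervals and floors cover counting error only, because reads are not independent molecules. For the 12 pairs of libraries within groups, chi-square statistics of the counts divided by their degrees of freedom lay between 14.0 and 60.6, so neither library of these pairs was a copy of the other. Pairs from different groups were not tested in this way.

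Differential expression was tested with DESeq2 1.42.0 (Wald test, unshrunken log2 fold change) in R 4.3.3, with the 12 libraries in 1 fit and the group as the only factor. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. Pre-ranked gene set enrichment analysis (GSEA) was run with fgsea 1.28.0 (weight 1, sets of 10 to 500 genes, seed 1) on genes ranked by log2 fold change. The lists were the study's tumour-associated macrophage (TAM) list of 116 symbols, M1 list of 54 symbols and M2 list of 43 symbols, of which 112, 45 and 35 genes were tested. Adjustment covered the 9 tests against ctrl, and separately the 3 tests of the TAM list between miRNA groups. GSEA treats genes as replicates. A list score was therefore computed per tumour, as the mean of log2(normalised count + 1) over the list, and groups were compared by a two-sided exact permutation test, whose smallest p-value with 3 against 3 tumours is 0.1. A panel of 21 genes was tested, of which 19 passed the count filter, and adjusted over the panel and over all genes. For the seed comparison, 3′ UTRs were searched for 8mer and 7mer-m8 matches to each mature miRNA, and the median log2 fold change of genes with a match minus that of genes with none was compared with 10000 random gene sets matched on 3′ UTR length (20 bins) and mean expression (5 bins). Principal components were computed from the 500 most variable genes after variance stabilisation. Called genes were compared with the other transcripts in the deposited tables by BLAST 2.17.0. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

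The genes named in the text were fixed by a rule. These were, for each contrast against ctrl, the 3 genes with the largest rise and the 3 with the largest fall among genes with an adjusted p-value under 0.05, a mean normalised count of at least 100 and no overlap between the groups, together with Arg1, Nos2, Tgfb1 and Il1b. A further gene that the rule includes is not reported here. The alternatives were edgeR 4.0.16 (quasi-likelihood test with TMM), TMM factors in DESeq2, no count filter (24230 genes), at least 50 counts in every library (11722 genes), no length offset, only the 2 groups compared, the replicate number as a block, each tumour left out in turn, a threshold of 0.1, a log2 fold change of at least 1, ranking by Wald statistic or by shrunken fold change, the camera test of limma 3.58.1, protein-coding genes only (14706 genes), list symbols matching by capitalisation alone, a pseudocount of 10, z scores, and 8mer sites only. An unweighted running sum and a library covariate were added after the data were seen. The hallmark gene sets and the target predictions used by the study were not used here.

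The functions were tested on simulated data after the results had been seen. Counts were drawn independently for each gene from a negative binomial distribution with the means, library sizes and dispersions of the real libraries. Genes of very high dispersion were left out. In the miR-142-5p group 200 of 15306 genes were changed, all with a mean count of at least 100. A list of 50 further such genes was raised by 0.5 log2 units in the same data and counted as changed when false calls were scored. The shares recovered do not cover genes with a mean count under 100, which were 25.3% of the real genes. DESeq2 called 92% of the 100 genes changed by 1 log2 unit and 99% of the 100 changed by 2 log2 units, and edgeR 86% and 99%. Of the genes called, 18.5% were false for DESeq2 and 3.54% for edgeR. In the simulated contrast without any change DESeq2 called 4 genes and edgeR 0. With dispersions smoothed over genes of like mean (15312 genes), the false shares were 11.3% and 3.67%. DESeq2 thus called more false genes than its threshold states. A limit on the false share, set before the simulation was run, was exceeded by DESeq2 with the dispersions of single genes, and was afterwards required only of edgeR and of the smoothed simulation. DESeq2 was kept as the test because it had been fixed before the data were examined. The list of 50 genes raised by 0.5 log2 units among the 15306 genes gave a normalised enrichment score (NES) of 2.12 (gene permutation p = 0.00325) by log2 fold change and 2.97 (p = 1.08e-18) by Wald statistic. The unchanged list of 50 genes gave p-values of 1 and 0.982. A simulated shift of -0.1 in 2038 of 14191 genes with a seed match was measured as -0.10 (permutation p = 0.0002, the smallest the random sets can give), and unshifted sites in 1334 of 14191 genes gave a p-value of 0.653.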

Results

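RNA-Seq profiles were obtained from 12 4T1 tumours grown in BALB/c mice. 4T1 is a mouse mammary carcinoma cell line that forms tumours in the immunocompetent strain it was derived from. The mice received peritumoural injections of endothelial EVs, which are membrane vesicles released by cells, loaded with a miRNA mimic. The mimic was that of miR-142-5p, of miR-183-5p, of miR-222-3p or of the nematode miRNA cel-miR-67, which has no counterpart in mice and served as control (ctrl). Each group held 3 tumours. Estimated reads numbered 20285968, 22136156 and 21774189 in ctrl tumours 1 to 3, and 21603133, 20490870 and 24370030 in the miR-142-5p tumours. They numbered 27021401, 24793431 and 23833871 in the miR-183-5p tumours, and 24265597, 23137998 and 26969322 in the miR-222-3p tumours.

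To examine how the treatment related to the variation between tumours, the transcriptomes were first compared without regard to group. Expression was as similar between groups as within them. The median Spearman correlation across genes was 0.984 in the 12 pairs of tumours from the same group (range 0.975 to 0.992) and 0.985 in the 54 pairs from different groups (range 0.971 to 0.993). The first principal component carried 40.96% of the variance and the second 20.4%, and neither separated the groups. On the third component (12.9%) the 3 miR-222-3p tumours, from 3.50 to 9.45, lay above the 3 ctrl tumours, from -8.62 to 0.431, and miR-183-5p tumour 3 lay among the former at 5.78. Tumour 3 of the miR-142-5p group lay farthest from the others on both components, at 19.3 and 15.8. Tumour 3 of the miR-183-5p group lay at the other end of the first component, at -14.6.

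**Figure D1:**
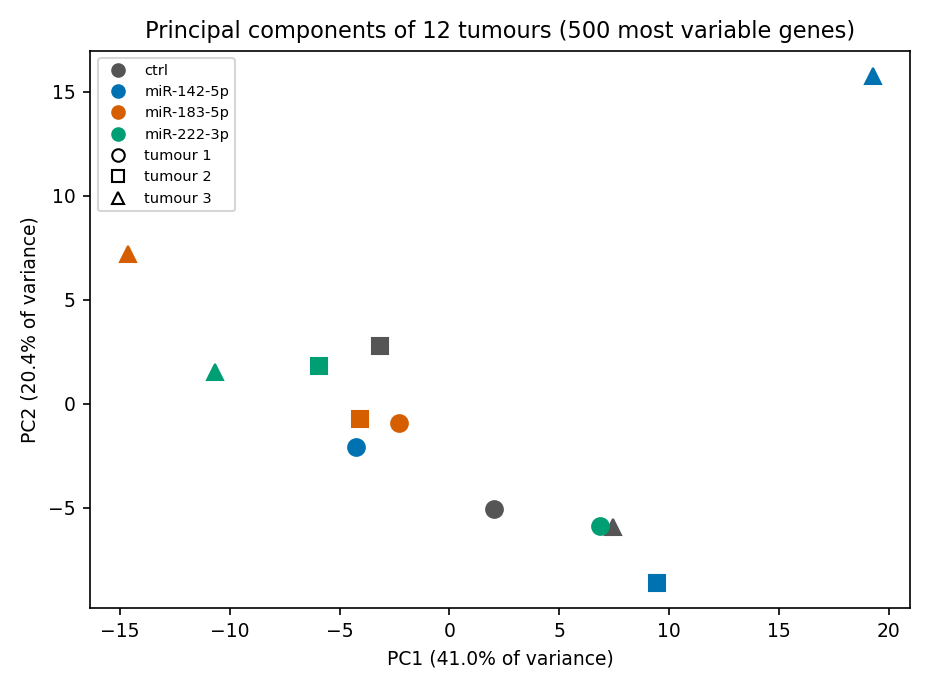
Scores of the 12 tumours on the first principal component (x axis, 40.96% of variance) and the second (y axis, 20.4%), computed from the 500 most variable genes, with colour for the group and symbol for the tumour number. Tumours of the 4 groups are mixed on these 2 components, and tumour 3 of the miR-142-5p group stands apart at 19.3 and 15.8.

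The libraries also fell into 2 sets that the labels do not name. Gm28661, a pseudogene on chromosome 1, is identical over 681 bases to the mitochondrial gene mt-Co2, so that reads from either cannot be told apart by sequence. In 8 libraries Gm28661 received between 7.13% (miR-142-5p tumour 1, 95% Wilson interval 6.96% to 7.30%) and 41.8% (ctrl tumour 2, 41.4% to 42.1%) of the reads of both genes. In the 4 other libraries it received between 0.000621% (miR-222-3p tumour 3, 8.87e-05% to 0.00434%) and 0.324% (miR-222-3p tumour 1, 0.290% to 0.362%). The value of miR-222-3p tumour 3 was below the smallest share that its depth can show, 0.00249%. These 4 libraries were the 3 miR-222-3p tumours and miR-183-5p tumour 3. No ctrl library was among them. They were also the 4 highest on the third principal component, but the strongest negative loadings on it were those of Gm28661 itself (-0.483), Gm10925 (-0.459) and Gm28437 (-0.247), so this component largely restates the split. The library set and the miR-222-3p group can therefore not be told apart, and the miR-183-5p comparison was recomputed without tumour 3.

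The first comparison asked which genes changed in tumours treated with miR-142-5p-EVs compared to those treated with ctrl-EVs. Of 15459 genes, 15413 received an adjusted p-value. Among these, 1 passed the threshold and 549 (3.56%) had an unadjusted p-value under 0.05. Mdn1 (ENSMUSG00000058006.12), a protein-coding gene at chromosome 4, positions 32657119 to 32775217 on GRCm38, was lower in the treated tumours. Its normalised read count was 886 ± 89.1 (SD, n = 3) against 1335 ± 115 (SD, n = 3) in ctrl, and each treated tumour was below each ctrl tumour. The log2 fold change was -0.59 (SE 0.12, DESeq2 Wald test, Benjamini-Hochberg adjusted p = 0.0169). Under the other settings its adjusted p-value ranged from 0.00198 to 0.99995 (DESeq2 or edgeR, Benjamini-Hochberg), the highest being that of edgeR's quasi-likelihood test. Mdn1 also did not pass in DESeq2 with only the 2 groups compared (Benjamini-Hochberg adjusted p = 0.560), nor in 4 of the 6 fits that each left out 1 tumour. The groups did not overlap in 938 genes (6.07%, where chance gives 10%). The number of calls moved most when miR-142-5p tumour 1 was left out, to 75 genes. Without the length offset it was 0.

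In tumours treated with miR-183-5p-EVs, 0 genes passed the threshold. An unadjusted p-value under 0.05 was found for 496 genes (3.22%), and 1418 genes (9.17%, where chance gives 10%) showed no overlap with ctrl. Fitting only the 2 groups compared gave 37 genes in place of 0. Without tumour 3, the number was 0 as well.

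In tumours treated with miR-222-3p-EVs, 4 genes passed the threshold, all lower than in ctrl, and 353 genes (2.29%) had an unadjusted p-value under 0.05. The groups did not overlap in 850 genes (5.50%, where chance gives 10%). Each of the 4 genes is a pseudogene that shares nearly all of its sequence with an expressed gene, so the estimates are uncertain. Gm28437 (ENSMUSG00000101111.1, unprocessed pseudogene, chromosome 1, positions 24613189 to 24613971) is identical to mt-Co3 over 783 bases. Its normalised count was 920 ± 461 (SD, n = 3) in ctrl and at most 1.01 in the treated tumours, which is at least 307-fold lower when set against a floor of 3 counts (DESeq2, Benjamini-Hochberg adjusted p = 2.78e-05). Gm10925 (ENSMUSG00000100862.1, unprocessed pseudogene, chromosome 1, positions 24613974 to 24614651) is identical to mt-Atp6 over 678 bases and went from 8466 ± 5684 (SD, n = 3) to 26.8 ± 18.99 (SD, n = 3). Its log2 fold change was -8.30 (SE 1.69, DESeq2, Benjamini-Hochberg adjusted p = 0.00351). Gm10925 did not pass in 5 of the 6 fits that each left out 1 tumour (DESeq2, Benjamini-Hochberg adjusted p from 0.0655 to 0.179). It passed without miR-222-3p tumour 1 (adjusted p = 0.0296), and Gm28437 passed in all 6. With edgeR's quasi-likelihood test the adjusted p-value of Gm10925 was 0.9999. The other 2 genes fell outside the naming rule and are named after their values were seen. Gm7666 (chromosome 15, positions 6653923 to 6654741) matches Phb at 99.88% over 819 bases, and Gm5537 (chromosome 3, positions 58102996 to 58104247) is identical to Pgk1 over 1252 bases. Both had 0 counts in every treated tumour, against means of 26.3 and 592 in ctrl, which is at least 8.78-fold and at least 197-fold lower (DESeq2, Benjamini-Hochberg adjusted p = 0.000416 and 2.52e-05). Gm5537 had 0 counts in ctrl tumour 1 as well.

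When the reads of each pseudogene were summed with those of its copy, the largest of the 4 log2 fold changes in size was -0.12 (SE 0.16, DESeq2, Benjamini-Hochberg adjusted p = 0.99998, Gm7666 with Phb), and 0 genes passed the threshold in that fit. Gm28661 and Gm9843 (identical to Fau over 402 bases), chosen after their values were seen, were summed in the same way. The pseudogenes were no longer tested by themselves, so the loss of the 4 calls was fixed in advance. The copies held most of the summed reads, so the sums do not show whether the pseudogenes themselves changed. With protein-coding genes only the number of calls was also 0, but that filter removes all 4 pseudogenes before the test. In the fit of the 2 groups alone the number was 15.

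**Figure D2:**
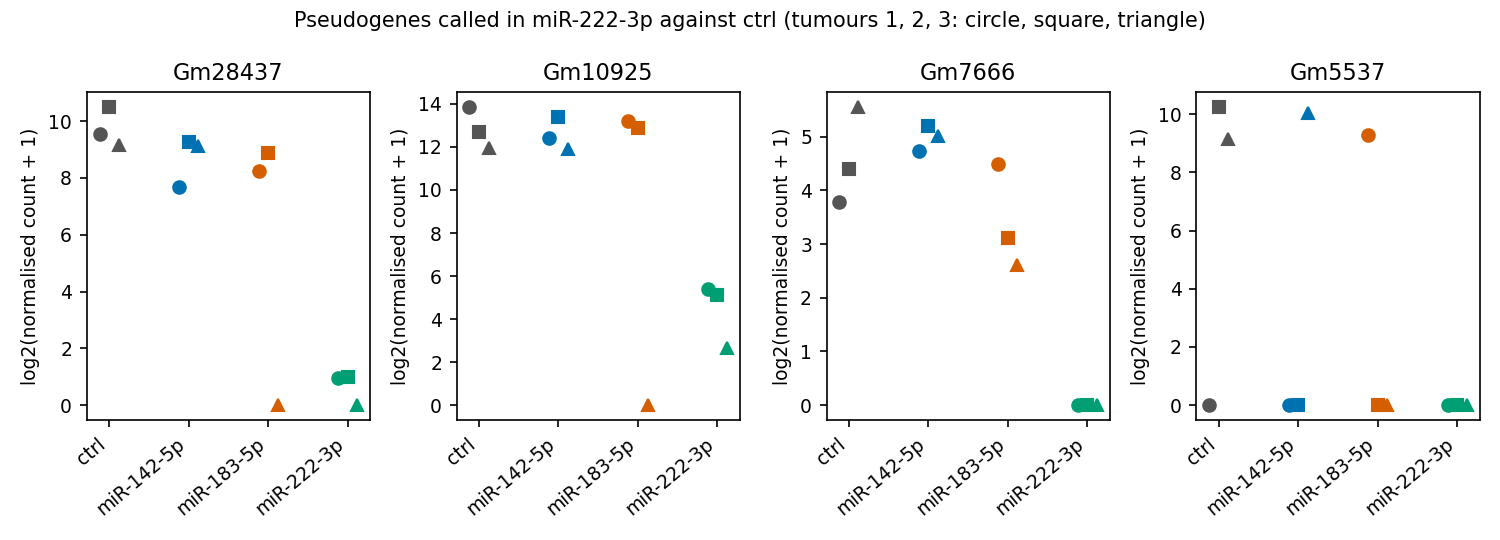
Normalised counts of the 4 pseudogenes called in miR-222-3p against ctrl (y axis, log2(normalised count + 1)) in each tumour of the 4 groups (x axis, symbols for tumours 1 to 3). The 3 miR-222-3p tumours lie below the 3 ctrl tumours for each gene except Gm5537, where ctrl tumour 1 is at 0 too, and miR-183-5p tumour 3 is as low for 3 of the 4.

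A panel of genes that mark macrophages, lymphocytes, neutrophils, endothelial and tumour cells, or that the study had measured by other assays, was examined next. None of the 19 genes tested passed the threshold in any contrast, whether adjusted over the panel or over all genes, and 2, 3 and 0 had an unadjusted p-value under 0.05 in the miR-142-5p, the miR-183-5p and the miR-222-3p contrast. Arg1 had a mean normalised count of 7703 ± 1169 (SD, n = 3) in ctrl. Its log2 fold change was 0.41 (SE 0.27) for miR-142-5p, 0.12 (SE 0.27) for miR-183-5p and -0.15 (SE 0.27) for miR-222-3p. Nos2 changed by -0.40 (SE 0.58) in miR-142-5p and by 0.01 (SE 0.58) in miR-222-3p. Without miR-142-5p tumour 1 the former was -1.26 (DESeq2, Benjamini-Hochberg over all genes, adjusted p = 0.0969). Nos2 was 4155 ± 642 (SD, n = 3) in miR-183-5p tumours against 2045 ± 666 (SD, n = 3) in ctrl. Its log2 fold change was 1.02 (SE 0.58), which did not pass (DESeq2, Benjamini-Hochberg over the panel, adjusted p = 0.296). In the fit of these 2 groups alone, Nos2 passed with an adjusted p-value of 0.00399 (DESeq2, Benjamini-Hochberg over all genes). Il1b rose by 0.58 (SE 0.24) in the same contrast, with an adjusted p-value over the panel of 0.262 (DESeq2, Benjamini-Hochberg). It changed by -0.10 (SE 0.24) in miR-142-5p and by 0.20 (SE 0.24) in miR-222-3p. Tgfb1 changed by 0.05 (SE 0.15), 0.17 (SE 0.15) and 0.16 (SE 0.15).

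To ask whether markers of TAMs or of their M1-like and M2-like states moved together, GSEA was run on the ranked fold changes. No list passed the threshold. For the TAM list, the NES was 0.79 (adjusted p = 0.861) in miR-142-5p, -1.05 (adjusted p = 0.590) in miR-183-5p and 0.80 (adjusted p = 0.861) in miR-222-3p tumours. For the M1 list, it was -1.17 (adjusted p = 0.458), 1.03 (adjusted p = 0.590) and -1.23 (adjusted p = 0.458). For the M2 list, it was 1.48 (adjusted p = 0.231), -1.65 (gene permutation p = 0.00800, adjusted p = 0.0720) and 0.89 (adjusted p = 0.798). In the miR-183-5p contrast, 7 of the 35 M2 genes were higher than in ctrl. The largest move under another setting was that of the M1 list in miR-142-5p, which changed direction without the count filter, to an NES of 1.52 (adjusted p = 0.133). With an unweighted running sum, chosen after the data were seen, the M2 list in miR-183-5p passed the threshold with an NES of -2.99 (adjusted p = 1.93e-05). Within the larger library set, without miR-183-5p tumour 3, the NES in miR-183-5p was -0.93 for TAM (adjusted p = 0.804), -0.89 for M1 (adjusted p = 0.804) and -1.20 for M2 (adjusted p = 0.469), so that the M1 list changed direction.

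**Figure D3:**
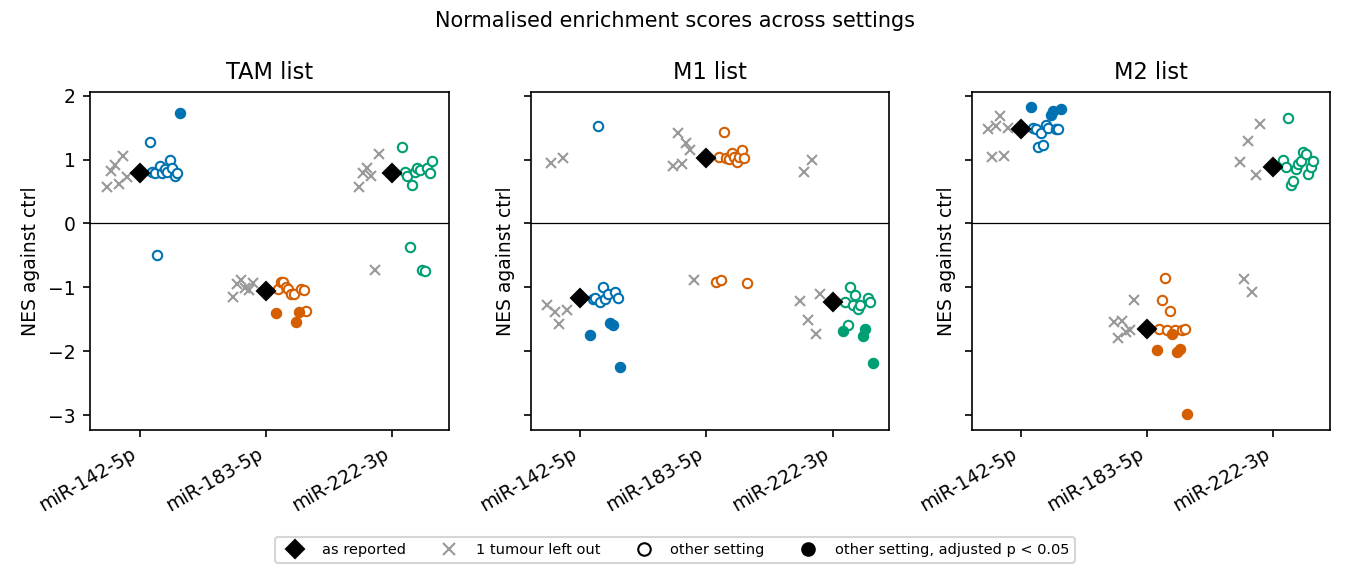
NES against ctrl (y axis) of the TAM, M1 and M2 lists in the 3 contrasts (x axis), as reported (diamond), with 1 tumour left out (cross) and under other settings (circle, filled where the adjusted p-value was under 0.05). The M2 list in miR-183-5p ranges from -2.99 to -0.86, always below 0, and the M1 list in miR-142-5p from -2.24 to 1.52.

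The same lists were scored per tumour, so that tumours and not genes were the replicates. The TAM score was 10.1 ± 0.0542 (SD, n = 3) in ctrl, and the differences from ctrl were 0.02 for miR-142-5p, -0.04 for miR-183-5p and 0.00186 for miR-222-3p (two-sided exact permutation tests, p = 0.6, 0.3 and 1). The M1 score differed by -0.08, 0.05 and -0.09 (exact p = 0.6 in each). The M2 score differed by 0.13, -0.21 and 0.02 (exact p = 0.4, 0.3 and 1). These tests cannot give a p-value under 0.1. Adjusted over the 9 tests, the lowest p-value was 0.771. In the miR-183-5p group, 0 of 3 tumours lay above the ctrl mean for the M2 and TAM scores. Without miR-183-5p tumour 3 the differences in that contrast were -0.03 for TAM, -0.01 for M1 and -0.10 for M2.

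**Figure D4:**
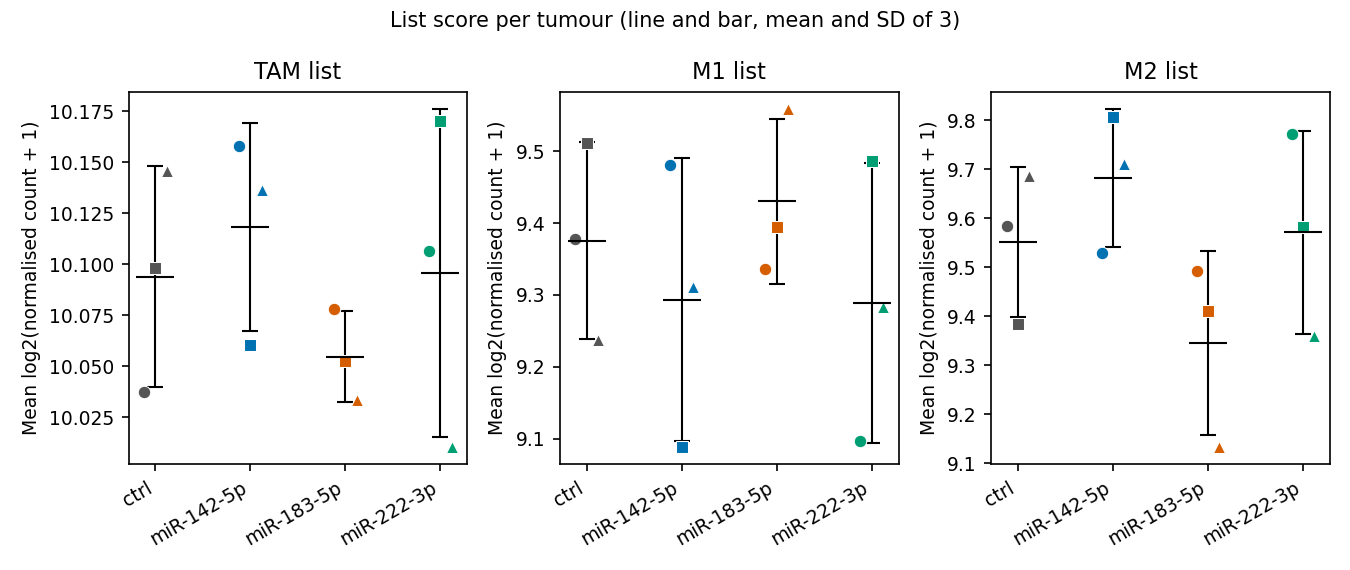
Score of the TAM, M1 and M2 lists (y axis, mean log2(normalised count + 1) over the list) in each tumour of the 4 groups (x axis), with the mean and SD of 3 tumours. Each miRNA group overlaps with ctrl in each list, for example from 9.13 to 9.49 for the M2 score in miR-183-5p tumours and from 9.38 to 9.69 in ctrl tumours, whereas the M2 scores of the miR-183-5p tumours all lie below those of the miR-142-5p tumours, from 9.53 to 9.81.

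Whether the TAM list moved differently between miRNA groups was tested directly. The NES was -1.24 for miR-183-5p against miR-142-5p (adjusted p = 0.219), -1.21 for miR-183-5p against miR-222-3p (adjusted p = 0.219) and 0.67 for miR-142-5p against miR-222-3p (adjusted p = 0.966). None of these passed the threshold. In miR-183-5p against miR-142-5p, 20 of the 112 TAM genes had an unadjusted p-value under 0.05, of which 4 passed when adjusted over the list and 0 when adjusted over all genes. Over all genes, 8 were called in that contrast and 1225 (7.95%) had an unadjusted p-value under 0.05, more than in any contrast against ctrl. Ranking by shrunken fold change moved the first of these most, to -1.80 (adjusted p = 0.000176).

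Finally, it was asked whether genes with a seed match to the injected miRNA in their 3′ UTR were lower in the corresponding tumours. The 8mer sequences searched were ACTTTATA for miR-142-5p, GTGCCATA for miR-183-5p and ATGTAGCA for miR-222-3p. For miR-142-5p, the 2054 genes with a match had a median log2 fold change 0.02 below that of the 12253 genes without one (difference -0.021). Matched random sets gave a median difference of -0.0116 (permutation p = 0.0296, adjusted over the 3 miRNAs p = 0.0888). The difference was -0.0157 for the 1343 genes with a miR-183-5p match and -0.0122 for the 1376 with a miR-222-3p match (adjusted p = 0.639 in both). The miR-142-5p sites gave -0.0274 in miR-183-5p tumours as well (permutation p = 0.0636). Sites of the control cel-miR-67 gave -0.0122, -0.0226 and -0.0163 in the 3 contrasts (permutation p = 0.836, 0.549 and 0.650). The miR-142-5p difference moved most without ctrl tumour 3, to 0.0335 (adjusted p = 0.980), where the differences for miR-183-5p (0.0207) and miR-222-3p (0.0300) were positive as well. It passed the threshold in 2 of the 6 fits that each left out 1 tumour, with -0.0241 without ctrl tumour 2 (adjusted p = 0.00840) and -0.0218 without miR-142-5p tumour 2 (adjusted p = 0.0162).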

Values the study reported

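For the RNA-Seq of 4T1 tumours, with 3 tumours per group, the study reported NES values from GSEA against ctrl-EVs. For the TAM list it gave an NES of 2.06 (FDR q = 0.009) with miR-142-5p-EVs, 1.61 (FDR q = 0.039) with miR-222-3p-EVs and ‐2.51 (FDR q = 0) with miR-183-5p-EVs. For the M1 list it gave ‐2.35 (FDR q = 6.54E‐4) with miR-142-5p-EVs, ‐1.92 (FDR q = 6.6E‐3) with miR-183-5p-EVs and ‐1.87 (FDR q = 0.011) with miR-222-3p-EVs. For the M2 list it gave 1.44 (FDR q = 0.07) with miR-142-5p-EVs.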

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

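The comparisons, their tests and all but 2 of the 19 alternatives that do not leave out a tumour were chosen before the data were examined. The unweighted running sum and the library covariate were chosen after seeing the data. Unless a value below shows it, the cause of a change was not tested.

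The number of genes called depended on the setting in each contrast. With edgeR it was 0 in miR-142-5p and 0 in miR-222-3p. For miR-142-5p it was 0 when a log2 fold change of at least 1 was also asked for and 0 without the length offset. The former was fixed in advance, because Mdn1, the only gene called, changed by -0.59. The fit as reported had 549 genes with an unadjusted p-value under 0.05. For miR-222-3p the number was 7 at an adjusted p-value under 0.1, with all 4 genes shared. It was 0 with at least 50 counts in every library and 0 with protein-coding genes only. Both filters remove the 4 pseudogenes before any test, so the loss of these calls was fixed in advance. The reported fit had 353 genes with an unadjusted p-value under 0.05. In the fits of the 2 groups compared, 37 genes were called in miR-183-5p (0 in the reported fit) and 15 in miR-222-3p (3 shared with the reported 4), and 4 panel genes in miR-183-5p. The reported gene was not the one called in miR-142-5p in the fit of 2 groups, where 1 gene was called and 0 were shared. With the replicate number as a block, 1 gene was called in miR-183-5p, and in miR-142-5p 1 gene was called and 0 were shared. In miR-222-3p the block called 6 genes, with all 4 reported genes shared. The mean residual correlation of tumours with the same number was -0.068, with values from -0.352 to 0.176 between pairs of groups. Residuals sum to 0 within each group, which ties the value for different numbers (0.034) to it, so that value is no separate reference. The mean gave no sign of pairing, but its spread was wide. Across the 6 fits that each left out 1 tumour, the number called ranged from 0 to 75 in miR-142-5p, from 0 to 15 in miR-183-5p and from 2 to 6 in miR-222-3p, and the number of panel genes in miR-142-5p from 0 to 3.

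Several GSEA results depended on the ranking or on the count filter. With at least 50 counts in every library, the NES of the M1 list was -1.75 in miR-142-5p, -0.92 in miR-183-5p (reversed) and -1.69 in miR-222-3p. That of the M2 list was 1.82 in miR-142-5p and -1.99 in miR-183-5p, and that of the TAM list was -1.41 in miR-183-5p, -1.71 against miR-142-5p and -1.68 against miR-222-3p. Ranking by Wald statistic gave M1 values of -1.59 in miR-142-5p and -1.65 in miR-222-3p and M2 values of 1.76 in miR-142-5p and -1.96 in miR-183-5p. It gave TAM values of -1.39 in miR-183-5p, -1.67 against miR-142-5p, -1.48 against miR-222-3p and, reversed, -0.74 in miR-222-3p. Ranking by shrunken fold change gave -1.56 and -1.76 for M1 and 1.70 and -2.02 for M2 in the same contrasts, and -1.54, -1.80, -1.60 and, reversed, -0.73 for TAM. The unweighted running sum gave M1 values of -2.24 in miR-142-5p, -0.93 in miR-183-5p (reversed) and -2.18 in miR-222-3p, M2 values of 1.79 in miR-142-5p and -2.99 in miR-183-5p, and a TAM value of 1.73 in miR-142-5p. Apart from the reversed ones, these values passed the threshold. The fit of the 2 groups alone gave -1.73 for M2 in miR-183-5p, which passed as well. With no count filter, M1 in miR-142-5p reversed to 1.52, TAM in miR-142-5p to -0.49 and TAM in miR-222-3p to -0.37. By the camera test, which allows for correlation between genes, no list passed, and the direction of TAM in miR-222-3p was reversed (adjusted p = 0.975).

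Leaving out 1 tumour at a time, the M1 NES ranged from -1.57 to 1.02 in miR-142-5p, from -0.89 to 1.42 in miR-183-5p and from -1.73 to 0.995 in miR-222-3p. The M2 NES ranged from 1.04 to 1.68 in miR-142-5p, from -1.80 to -1.20 in miR-183-5p and from -1.08 to 1.56 in miR-222-3p. The M2 list passed the threshold in 2 of these fits, in miR-142-5p without miR-142-5p tumour 1 (1.68, adjusted p = 0.0492) and in miR-183-5p without ctrl tumour 2 (-1.80, adjusted p = 0.0109). The TAM NES ranged from -0.73 to 1.09 in miR-222-3p and from -0.72 to 0.99 in miR-142-5p against miR-222-3p. The seed site difference ranged from -0.0640 to 0.0335 for miR-142-5p, from -0.0647 to 0.0207 for miR-183-5p and from -0.0685 to 0.0391 for miR-222-3p. Without ctrl tumour 3 it was positive for all 3 miRNAs (adjusted p = 0.980 in each), so the sign of the difference alone is not a test of the sites. Against the matched random sets it passed the threshold for miR-142-5p without ctrl tumour 2 (-0.0241, adjusted p = 0.00840) and without miR-142-5p tumour 2 (-0.0218, adjusted p = 0.0162), and for miR-222-3p without miR-222-3p tumour 3 (0.0391, adjusted p = 0.00840).

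The M2 score difference in miR-142-5p and the M2 and TAM score differences in miR-183-5p kept their direction under the 13 alternatives run for each, and the other 6 of the 9 differences changed direction under at least 1. Across the fits without 1 tumour, the M1 difference ranged from -0.175 to 0.0219 in miR-142-5p, from -0.0130 to 0.122 in miR-183-5p and from -0.186 to 0.00844 in miR-222-3p. The M2 difference ranged from -0.0811 to 0.126 in miR-222-3p, and the TAM difference from -0.00173 to 0.0543 in miR-142-5p and from -0.0357 to 0.0444 in miR-222-3p. Without the count filter the M1 difference in miR-142-5p was 0.0133 and the TAM difference in miR-222-3p -0.00956. The latter was -0.00099 without the length offset and -0.0524 as a mean z score.

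The library covariate separates the 4 libraries with few reads on Gm28661 from the other 8, and the miR-222-3p comparison under it rests on miR-183-5p tumour 3 alone. It called 2 genes in miR-142-5p (1 shared) and 14 in miR-222-3p (0 shared). In miR-222-3p it reversed the log2 fold changes of Gm10925 (7.14), Gm28437 (0.48), Arg1 (0.19), Nos2 (-0.33) and Tgfb1 (-0.13). It also reversed M1 in miR-183-5p (-0.89) and TAM in miR-142-5p against miR-222-3p (-0.58).

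For single genes, leaving out 1 tumour gave log2 fold changes of Arg1 from -0.0379 to 0.669 in miR-142-5p and from -0.00511 to 0.23 in miR-183-5p. The ranges for miR-142-5p were -0.381 to 0.0510 for Il1b and -0.0132 to 0.173 for Tgfb1, and the range for miR-222-3p was -0.25 to 0.34 for Nos2. Over the genes named, 82 values without 1 tumour were the same in direction and call, 12 were weaker and 8 reversed. Under the other settings, 115 were the same, 10 weaker, 1 stronger and 5 reversed. With 3 tumours per group, no list score could reach a p-value under 0.1.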

Other observations

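All tests in this part were chosen only after the result was seen, except the counts of other splits for the number of genes called against ctrl.

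The NES of the TAM list here was 0.79 in miR-142-5p, 0.80 in miR-222-3p and -1.05 in miR-183-5p. Each of these is smaller in size than the value quoted from the study above. The adjusted p-values of these TAM results were 0.861, 0.861 and 0.590. Each is higher than the value quoted from the study above. The NES of the M1 list here was -1.17 in miR-142-5p, -1.23 in miR-222-3p and 1.03 in miR-183-5p. The first and second are smaller in size than the values quoted from the study above, and the last has the opposite sign. The adjusted p-values of these M1 results were 0.458, 0.458 and 0.590. Each is higher than the value quoted from the study above. The NES of the M2 list in miR-142-5p was 1.48. That has the same sign as the value quoted from the study above and is slightly larger. Its adjusted p-value was 0.231. That is higher than the value quoted from the study above. All of these comparisons hold for the reported setting. With the unweighted running sum, the TAM NES was 1.73 in miR-142-5p, 0.98 in miR-222-3p and -1.37 in miR-183-5p. Each is still smaller in size than the study's value. The M1 NES was then -2.24, -2.18 and -0.93 in the same order. The first and last are smaller in size than the study's values with the same sign, and the second is larger. The paper names the GSEA software but not its weight or count filter, and fgsea was used here.

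For most results tested, other splits of the same tumours gave a result as large. The exceptions were the TAM NES, the M2 NES and the 8 genes called in miR-183-5p against miR-142-5p, for each of which 1 of the 10 splits, the real one, gave a result as large. Splits that part 3 same-numbered pairs, as the real ones do, number 4 per contrast with the real one included, and all splits of 6 tumours number 10, so the share is never under 0.1. As many genes were called in 4 of 4 such splits for miR-142-5p, 4 of 4 for miR-183-5p and 3 of 4 for miR-222-3p (8, 10 and 5 of all 10). For miR-183-5p this holds by construction, because the real split called 0 genes. As many genes had an unadjusted p-value under 0.05 in 4, 4 and 3 of the 4 (9, 7 and 8 of the 10), and as many panel genes in 3, 1 and 4 (8, 3 and 10), where the count for miR-222-3p is again fixed by a real value of 0. An NES as large was found in 4, 2 and 4 of the 4 for TAM (8, 3 and 10 of the 10), in 4, 3 and 2 for M1 (7, 6 and 6), and in 2, 2 and 4 for M2 (3, 3 and 10). A seed site difference as far from its random sets was found in 2, 4 and 3 (3, 7 and 7). Between miRNA groups, a TAM value as large was found in 1 of 4 splits for miR-183-5p against miR-142-5p, 2 for miR-183-5p against miR-222-3p and 4 for miR-142-5p against miR-222-3p (1, 4 and 9 of the 10). In miR-183-5p against miR-142-5p, 1 of the 4 splits called as many genes (1 of the 10), and 2 of the 4 gave as many genes with an unadjusted p-value under 0.05 (2 of the 10). The real split called 5 genes in miR-183-5p against miR-222-3p, where another split called 12. It called 6 in miR-142-5p against miR-222-3p, where another split called 956. The 6 splits that part 1 same-numbered pair called from 0 to 358 genes with the miR-142-5p tumours, from 0 to 46 with the miR-183-5p tumours and from 0 to 329 with the miR-222-3p tumours. The other 3 splits that part 3 pairs called from 1 to 14, from 0 to 4 and from 0 to 583. With so few splits, none of these results can be told apart from a grouping of tumours by chance.

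The 4 pseudogenes called in miR-222-3p may reflect how reads were divided between near-identical sequences, which the tests run could not decide. After each was summed with its copy, the largest log2 fold change was 0.12 in size. The pseudogenes held at most 1.72% (Gm28437), 16.9% (Gm10925), 2.32% (Gm7666) and 4.33% (Gm5537) of the summed reads in a ctrl tumour. Except for Gm10925, the sum thus follows the copy and would be near 0 after a true loss of the pseudogene as well. For Gm10925, mt-Atp6 alone changed by 0.26 and the sum by 0.07 (SE 0.21). For Gm28661, not called and with up to 41.8% in ctrl, mt-Co2 alone changed by 0.40 and the sum by 0.02 (SE 0.22). Reads divided otherwise would raise the copy and leave the sum flat, but with these standard errors a fall of the sum is not excluded. Of the 4 genes, 3 were as low in miR-183-5p tumour 3 as in the miR-222-3p tumours, so that the library set and the group cannot be told apart. What set these 4 libraries apart was not identified. Reads on 1756 olfactory, vomeronasal and trace amine receptor genes, taken as a measure of genomic DNA or unspliced RNA, did not differ between the 4 libraries and the other 8 (two-sided exact permutation test over 495 splits, p = 0.84). The 10 most abundant of these genes held 44.5% of their reads, and without them the exact p was 0.933. This second test was added after the first was seen. Library size did not differ (exact p = 0.22). The median difference between transcript length and effective length, a measure of fragment length, was 209.1 bases in the 4 libraries and 203.7 in the 8 (exact p = 0.0182, adjusted over the 4 tests p = 0.0727), so fragment length can neither be excluded nor shown. No biological explanation was tested.

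The position of 2 tumours on the principal components may come in part from neighbouring tissue. In miR-142-5p tumour 3, all 12 T lymphocyte markers and all 5 B lymphocyte markers tested were higher than in any other tumour. The mean of the T lymphocyte list lay 1.80 log2 units above the next tumour, and none of its 12 genes contributed most to the principal components, so a piece of lymphoid tissue in the sample is a candidate explanation. The mean of the B lymphocyte list was 11.4 against 5.55, but genes of that list were among those that contributed most to these components, so it restates the position of the tumour and is no test of it. In miR-183-5p tumour 3, all 10 skeletal muscle markers were highest, with a mean of 9.43 against 5.70 in the next tumour. The 6 of these that were not among the genes contributing most to the principal components lay 2.58 log2 units above the next tumour, so skeletal muscle in the sample is a candidate explanation. On the first component, however, the 2 strongest positive loadings were those of Gm28661 (0.197) and Gm10925 (0.147), which had few reads in this tumour. The split of the libraries may thus add to its position there, and the 2 explanations were not told apart. Each pattern was seen in 1 tumour, and an effect of the treatment on that tumour was not tested.

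The spread of the list scores across the 12 tumours may follow the macrophage content of the samples. A score of 14 macrophage markers that are in none of the lists was compared with each list score, giving 3 relations. For M2, Pearson's r was 0.917 (permutation p = 3e-05, adjusted 9e-05) and Spearman's rho 0.902 (permutation p = 0.00015, adjusted 0.00045). For M1, r was -0.840 (permutation p = 0.00053, adjusted 0.000795) and rho -0.776 (permutation p = 0.00442, adjusted 0.00663). For TAM, r was 0.213 (permutation p = 0.507) and rho 0.294 (permutation p = 0.352). No relation was thus detected for that score, and 12 tumours are too few to exclude a moderate one. Without the 2 tumours farthest from the median, r was 0.822 for M2, -0.708 for M1 and 0.211 for TAM. Within the 8 libraries with more reads on Gm28661, r was 0.880, -0.855 and -0.0634, and the other 4 libraries are too few for a correlation. Within groups, r was 0.880 for M2 and -0.859 for M1. After adjustment for the macrophage score, the M2 difference from ctrl went from -0.21 to -0.06 in miR-183-5p and from 0.13 to -0.00293 in miR-142-5p. The M1 difference went from 0.05 to -0.05 in miR-183-5p, of similar size with the opposite sign, and from -0.08 to 0.01 in miR-142-5p. The TAM difference went from -0.04 to -0.03 and from 0.02 to 0.02. No test compared the macrophage score between groups. The mean of 15 macrophage markers ran from 10.21 to 10.79 in miR-183-5p, 10.85 to 11.35 in miR-142-5p and 10.46 to 11.04 in ctrl tumours. Of the panel genes, Csf1r (-0.44), Adgre1 (-0.48) and Cd68 (-0.15) were lower in miR-183-5p than in ctrl, and none passed. A change of macrophage content with the treatment was thus neither shown nor excluded, so this relation does not separate content from state.

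The M2 list was lower in miR-183-5p than in miR-142-5p tumours, with an NES of -1.71 (gene permutation p = 0.00331) by log2 fold change and -2.30 by Wald statistic. The score difference was -0.34 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 tumours can give), and it was -0.06 after adjustment for the macrophage score. Of the 4 splits that part 3 same-numbered pairs, 1 gave an NES as large, which is the real one (1 of all 10). In miR-183-5p against miR-222-3p the M2 NES was -1.80 by log2 fold change and -2.29 by Wald statistic, and another split reached 1.92. In miR-142-5p against miR-222-3p it was 1.49, and another split reached -1.68.

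Across genes, which are not independent replicates, the fold changes of the 3 contrasts against ctrl were correlated at 0.24, 0.30 and 0.42. With ctrl as the shared reference the mean correlation was 0.319, and with the other groups as reference it was 0.605, 0.620 and 0.423. The correlation is thus in line with the sharing of ctrl tumours.

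For the miR-142-5p sites, random sets matched on GC content of the 3′ UTR as well gave a p-value of 0.633. The same sites gave a p-value of 0.715 in miR-183-5p against miR-142-5p and 0.061 in miR-142-5p against miR-222-3p. Neither of these comparisons between miRNA groups includes ctrl tumours. In the former the sites did not differ from random sets (-0.0113 against a median of -0.0133), and in the latter they were lower (-0.00583 against 0.00229), so the ctrl tumours as the source of the difference were not settled by these tests. The difference from ctrl is consistent with GC content as its source.

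The dependence of the list results on the ranking may come from genes with few counts at its ends. Among the 500 genes with the largest fold change in size, between 83.8% and 89.8% had a mean count under 100, against 25.3% of all genes.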
